A study of Mus musculus with 8 samples. Its data were reported in "Refractoriness of STING therapy is relieved by AKT inhibitor through effective vascular disruption in tumour" (2021).

How the data were processed

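Single-cell RNA sequencing libraries (10x Chromium, 3′ chemistry) were made from FACS-sorted CD31+ tumour endothelial cells (ECs) of mice with spontaneous MMTV-PyMT breast tumours or with implanted breast tumours, after an intratumoural injection of PBS or of cGAMP, a cyclic dinucleotide that activates STING. The study sorted live, CD45-negative cells, so ECs that were dead at sorting are absent from every comparison. There were 8 libraries, 2 in each of 4 groups (spontaneous PBS, spontaneous cGAMP, implanted PBS and implanted cGAMP), and groups were taken from the labels of the libraries alone. The labels give the strain as C57BL/6 for all libraries, whereas the methods name FVB mice for both models, so which strain was used is not settled. Neither source gives the models different strains. The authors mapped the reads to the mm10 assembly with Cell Ranger, removed cells with fewer than 500 genes or more than 10% mitochondrial transcripts and genes found in fewer than 3 cells, and deposited 1 table per library of natural log values per cell, that is ln(1 + UMIs × 10000 / total UMIs of the cell). Each deposited cell summed to 10000 on the linear scale, and dividing by the smallest value of the cell gave whole numbers for 100% of the values within a tolerance of 0.01, so UMI counts could be worked back. The planned count model assumed deposited counts. Because the files hold log-normalised values, the test planned for that case was used instead.

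The tables held 8204 cells with 97421522 UMIs, 20408 genes in any library and 16312 in all. For each breast library the supplement of the study lists a first cell number above, and a final one below, the number deposited. How the deposited cells were chosen is therefore not settled, and all shares and removed percentages rest on them. The depth per library was 7863535 to 16506086 UMIs. The median was 2014 UMIs per cell in replicate 1 of implanted cGAMP and 8803.5 to 13148 in the other libraries. These depths set the counting precision, and Wilson 95% confidence intervals of shares cover counting error only. All numeric columns belonged to a library, leaving 0 unused.

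Cells of the 8 libraries were clustered in Seurat 5.3.0 (R 4.3.3) with the settings of the study: 2500 variable features, anchor integration, 30 principal components and Louvain clustering, here at resolution 0.5. Clusters were named from fixed marker lists when at least 3 markers were found in at least 20% of cells with a log2 fold of at least 0.5 over the other cells and the mean fold of the list was above 0. A cluster stayed unnamed when another list had more markers among its 10 leading genes. A cluster far shallower than its libraries also needed a marker of its own list among these. By the first of these conditions a cluster of 72 ECs with 4 lymphatic markers stayed unnamed, since the arterial marker Clu was among its leading genes and no lymphatic marker was. The lymphatic-like and unnamed shares depend on this condition. Clusters in which fewer than 75% of cells carried a Pecam1 UMI were removed. They were a mural-like, an epithelial tumour-like and an immune-like cluster and a shallow unnamed one. The remaining 6570 ECs were clustered again without the 430 genes raised at least 2-fold by cGAMP in either model. Cluster sizes were thus not compared on these raised genes, but genes lowered by cGAMP stayed in. An alternative left out all 794 genes changed at least 2-fold in either direction. The names are rebuilt from markers and are not the labels of the study, so a difference in shares from the study may come from the names.

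The level of a gene in a library was its mean over ECs on the linear CPM scale, on which the UMIs of each cell are scaled to the same total. The log2 of this mean plus a pseudocount of 1 CPM was tested with limma 3.58.1 (eBayes with trend), with all 8 libraries in 1 fit. Genes with at least 5 CPM in at least 2 libraries were kept, which left 10398. The comparisons were cGAMP against PBS in each model, the difference between these responses (implanted minus spontaneous), and implanted against spontaneous after PBS and after cGAMP. P values were adjusted by Benjamini-Hochberg, and genes under 0.05 were called. The fit was tested on simulated data with 200 changed genes in the implanted cGAMP libraries. The changed genes moved 2-fold and had a mean of at least 10 CPM, and all genes were given the same spread. The fit called 199 of the changed genes (99.5%) and 8 unchanged genes in the implanted response, and 181 (90.5%) and 14 unchanged genes in the difference of the responses. In the data the spread differed between groups, so these rates need not hold there.

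The 12 gene lists were tested with camera (preset correlation of 0.01), adjusted over all 60 pairs of list and comparison, and checked with fry and with camera at an estimated correlation. They were the interferon genes named by the study, other interferon genes, interferon-gamma and antigen presentation genes, TNF and NF-kB target genes, pro-apoptotic genes, PI3K-AKT pathway genes, survival genes, and the markers of arterial, AQP7+, tip-like, stalk-like and proliferative ECs. The study chose its interferon genes on these same libraries, so that list is not independent evidence. The genes named in each comparison were the 3 with the largest log2 fold change in each direction among called genes with a mean of at least 10 CPM and no overlap between the libraries of the groups, plus the ligands and receptors the study is about and the members of the pro-apoptotic list, of which 1 is not reported here. Gene positions are from GENCODE vM21 (assembly GRCm38, 1-based), in which all 38 named genes were found.

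The share of ECs per subpopulation was compared by two-sided exact permutation tests, within a model (2 against 2 libraries, smallest possible p 0.333) and over both models with labels permuted within each (36 relabelings, smallest possible p 0.0556). All 5 comparisons were repeated in tip-like ECs, with at least 20 such cells required per library. Comparisons of cells with a UMI drew 2000 UMIs from each cell with at least that many, so that depth was equal.

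The comparisons, tests, lists, markers and most alternatives were chosen before the data were examined. The limit of 75% for Pecam1, the share of cells left out as likely doublets (the 6% of each library with the highest Scrublet scores, because the threshold set by Scrublet marked 13 of 8204 cells) and the alternatives named as added were chosen afterwards. The alternatives fixed beforehand were median-of-ratios scaling, no filter on low values, a minimum of 10 CPM, fits of only the 4 libraries compared, the replicate number as a block, leaving out each library, other sets of cells (all cells, only cells with a Pecam1 UMI, without proliferative cells, at least 1000 genes and at most 5% mitochondrial UMIs, without likely doublets), other set tests, and other ways of clustering and naming. Added ones were a pseudocount of 5 CPM, UMIs summed per library with and without voom weights, only cells with at least 2000 UMIs, leaving out the unnamed clusters or the Ccl20 cluster, leaving out cells with an immune marker UMI, a stricter naming of clusters, shares of 5 subpopulations only, and median-of-ratios scaling in tip-like ECs. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.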

Results

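Transcriptomes of 8204 single cells were deposited for 8 libraries of sorted tumour ECs, 2 for each combination of tumour model (spontaneous MMTV-PyMT or implanted breast tumour) and injection (PBS or cGAMP), with tumours taken 3 h after the injection. The spontaneous PBS libraries held 10938524 and 7863535 UMIs in 1040 and 674 cells. The spontaneous cGAMP libraries held 10636192 and 11638105 UMIs in 741 and 781 cells. The implanted PBS libraries held 14757240 and 16506086 UMIs in 1099 and 1190 cells. The implanted cGAMP libraries held 14511986 and 10569854 UMIs in 2025 and 654 cells. Replicate 1 of implanted cGAMP was shallow per cell, with 46.9% of its ECs under 2000 UMIs against 1.43% to 8.22% in the other libraries. After removal of clusters low in Pecam1, 6570 ECs remained, 525 to 1569 per library with 6830393 to 15755150 UMIs. The removed clusters made up 20.8% of cells in spontaneous PBS, 26.96% in spontaneous cGAMP, 14.6% in implanted PBS and 17.5% in implanted cGAMP libraries (means, n = 2). Of these, a mural-like cluster took 4.26%, 10.2%, 0.753% and 3.76% and an immune-like cluster 0.0962%, 0.728%, 0.567% and 2.17%, in the same order.

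The response of spontaneous tumour ECs to cGAMP was measured by comparing the cGAMP with the PBS libraries of that model. Of 10398 genes tested, 1528 were called, 575 higher and 953 lower after cGAMP, and 275 and 137 of these changed at least 2-fold. Median-of-ratios scaling turned the split around, with 61.0% of calls higher against 37.6%, and 57.7% were higher without replicate 2 of spontaneous cGAMP. With UMIs summed per library, an alternative chosen after the data had been seen, 2975 genes were called. Leaving out any 1 of the 4 spontaneous libraries, so that a group held 1 library, moved the count by more than 1.5 times, down to 568 without replicate 1 of spontaneous cGAMP. Ccl5 rose most, from 0.977 ± 0.990 to 1487 ± 389 CPM (mean ± SD, n = 2), a log2 fold change of 9.63 ± 0.42 (SE, adjusted p = 4.6e-07). Irf7 rose by 5.84 ± 0.19 (adjusted p = 1.0e-07) and Ifit3 by 5.71 ± 0.23 (adjusted p = 3.5e-07). Cytl1 changed by -3.29 ± 0.33 (adjusted p = 0.000114) and the mitotic gene Top2a by -2.89 ± 0.39 (adjusted p = 0.000983), the latter losing its call when proliferative cells were left out (adjusted p = 0.179, alternatives 1.8e-06 to 0.179). Glycam1 changed by -3.82 ± 0.87 (adjusted p = 0.0163), and leaving out any 1 of the 4 spontaneous libraries raised its adjusted p above the threshold, up to 0.117 without replicate 1 of spontaneous cGAMP (alternatives 4.8e-10 to 0.117). In each of these 6 genes both cGAMP libraries lay on the same side of both PBS libraries.

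In implanted tumour ECs the same comparison called 2767 genes, 908 higher and 1859 lower after cGAMP, and 369 and 327 of these changed at least 2-fold. With median-of-ratios scaling 51.0% of calls were higher against 32.8%, and the median log2 fold change of all genes moved from -0.11 to -0.01, so changes of that size depend on the scaling. Without replicate 2 of implanted PBS 1409 genes were called, and leaving out replicate 1 of that group also moved the count by more than 1.5 times. Ccl5 rose from 1.80 ± 1.75 to 2207 ± 11.5 CPM, a log2 fold change of 9.78 ± 0.42 (adjusted p = 1.2e-06), and Trim30d rose by 5.42 ± 0.25 (adjusted p = 1.7e-06). Ccl20 had 0 UMIs in both implanted PBS libraries and 1525 UMIs in the implanted cGAMP libraries (570 and 955, at 29.2 and 102 CPM). Almost all of these UMIs lay in 1 small cluster of ECs. With both cGAMP libraries pooled, Ccl20 was at least 690-fold higher against a floor of 3 UMIs over the PBS group. For replicate 1 alone this fold would be smaller. The log2 fold change was 5.80 ± 0.67 (adjusted p = 0.00023). The genes with the largest decreases were Birc5 at -3.99 ± 0.42 (adjusted p = 0.000132), Pimreg at -3.71 ± 0.38 (adjusted p = 0.00011) and Cenpf at -3.68 ± 0.39 (adjusted p = 0.00014), all of them genes of dividing cells. The libraries of the groups did not overlap in these 6 genes.

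The responses of the models shared much of their direction. Of 1087 genes called in both, 1076 changed in the same direction (463 raised, 613 lowered) and 11 in opposite directions. Across all tested genes, which are not independent replicates, the log2 fold changes of the models had a Pearson r of 0.737 and a Spearman rho of 0.588. Whether the response itself differed was tested as the difference of the log2 fold changes, implanted minus spontaneous. It was called for 95 genes, 37 higher and 58 lower (38.9% higher, and 23.4% without replicate 2 of implanted PBS), while 1384 genes had an unadjusted p under 0.05. Without a filter on low values 1 gene was called, and in all cells that passed the filter of the study 43. Leaving out 1 library moved the count by more than 1.5 times for the 4 spontaneous and both implanted cGAMP libraries, between 6 without replicate 2 of spontaneous cGAMP and 184 without replicate 2 of implanted cGAMP. Of the 58 genes with a smaller or more negative response in implanted tumours, 45 were called higher in implanted than in spontaneous tumours after PBS. Of the 37 with a larger response, 35 were called raised in implanted tumours and 19 were lower there after PBS.

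Among the genes with a different response, Cxcl9 rose by 5.65 ± 0.28 in spontaneous and by 1.37 ± 0.28 in implanted tumours, a difference of -4.27 ± 0.40 (SE, adjusted p = 0.00373, 0.109 without a filter on low values, alternatives 9.9e-06 to 0.109). The antigen presentation genes H2-Aa (-3.48 ± 0.54, adjusted p = 0.0173) and Cd74 (-3.43 ± 0.44, adjusted p = 0.0124) rose in spontaneous tumours and were not called changed in implanted ones (adjusted p = 0.379 and 0.283). Angpt2 rose from 52.3 ± 16.03 to 315 ± 7.85 CPM in implanted and from 82.2 ± 17.8 to 111 ± 4.77 CPM in spontaneous tumours. Its response differed by 2.15 ± 0.26 (adjusted p = 0.0124). Ccl20 (7.12 ± 0.94, adjusted p = 0.0124) and Cyp1b1 (4.41 ± 0.81, adjusted p = 0.0374) rose in implanted tumours and were not called changed in spontaneous ones (adjusted p = 0.213 and 0.21). Single libraries decided these calls, since without replicate 2 of spontaneous cGAMP the adjusted p was 0.142 for H2-Aa, 0.113 for Cd74, 0.11 for Angpt2, 0.11 for Ccl20 and 0.22 for Cyp1b1. Without replicate 1 of spontaneous cGAMP it was 0.0825, 0.0519, 0.0519, 0.0638 and 0.0621, in the same order. H2-Aa and Cd74 also lost their calls without replicate 2 of spontaneous PBS (0.0837 and 0.0529). Cyp1b1 lost it without any 1 of the PBS libraries, with 0.16 as the highest value, without replicate 2 of spontaneous PBS. Over all alternatives the adjusted p ranged from 0.00172 to 0.154 for H2-Aa, from 4.8e-05 to 0.124 for Cd74, from 0.000723 to 0.119 for Angpt2, from 0.00201 to 0.124 for Ccl20 and from 0.00704 to 0.268 for Cyp1b1.

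**Figure D1:**
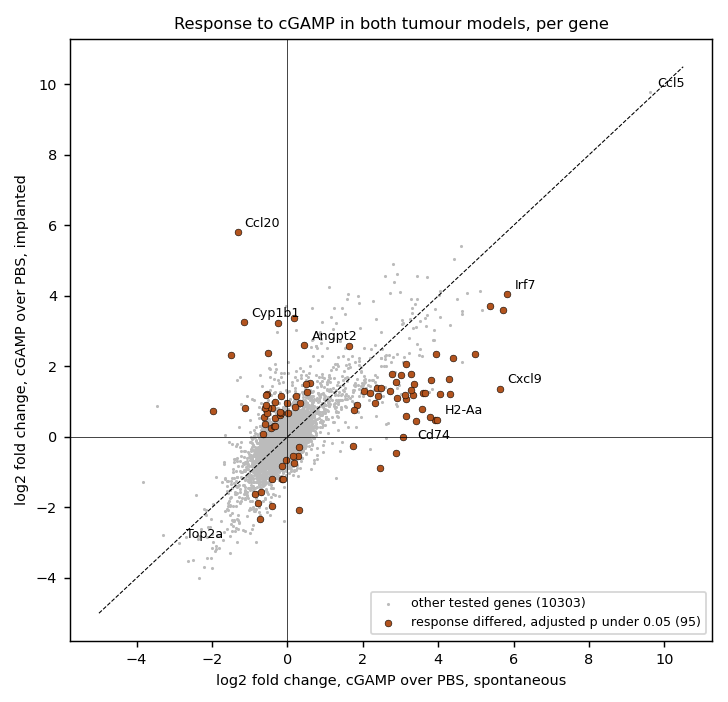
Each point is 1 of the tested genes, with the log2 fold change of cGAMP over PBS in spontaneous tumour ECs on the x axis and in implanted tumour ECs on the y axis, and the dashed line marks equal responses. The 95 genes whose response differed at an adjusted p under 0.05 are drawn in orange, with Ccl20 far above the line and Cxcl9, H2-Aa and Cd74 below it.

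The comparison of the models after PBS asked how ECs of the tumours differed without cGAMP. It called 1138 genes, 446 higher and 692 lower in implanted tumours (192 and 71 at least 2-fold), and median-of-ratios scaling gave 62.9% higher against 39.2%. The share was 61.9% without replicate 2 of spontaneous PBS. Without replicate 2 of spontaneous PBS 312 genes were called, and leaving out any 1 of the other PBS libraries also moved the count by more than 1.5 times. Ubd was higher by 6.17 ± 0.40 (adjusted p = 7.4e-05), Cxcl9 by 5.47 ± 0.28 (adjusted p = 1.5e-05) and Cd74 by 4.68 ± 0.31 (adjusted p = 7.4e-05) in implanted tumours, in both libraries against both. Scgb2b27, which encodes a secretoglobin of gland epithelium, was at 101 ± 121 CPM in spontaneous and 1.37 ± 0.306 CPM in implanted tumours (-4.54 ± 1.02, adjusted p = 0.0207). Car6 differed by -3.94 ± 0.99 (adjusted p = 0.0327) and Saa1 by -2.81 ± 0.48 (adjusted p = 0.00611). Without replicate 2 of spontaneous PBS the adjusted p was 0.141 for Scgb2b27, 0.233 for Car6 and 0.0722 for Saa1. The alternatives ranged from 0.00511 to 0.415, from 0.00882 to 0.356 and from 0.00056 to 0.0722. Leaving out either implanted PBS library also ended the calls of Scgb2b27 (0.1 without replicate 1 and 0.0789 without replicate 2) and of Car6 (0.111 and 0.137). At 2000 UMIs per cell, Scgb2b27 was found in 24.0% of ECs and in 24.5% of the removed mural-like cells of that replicate 2. The median depth before drawing was 11101 UMIs in the ECs of that library.

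After cGAMP, the comparison of the models called 1574 genes, 537 higher and 1037 lower in implanted tumours (171 and 121 at least 2-fold), and median-of-ratios scaling gave 57.9% higher against 34.1%. Without replicate 2 of spontaneous cGAMP 306 genes were called, and leaving out its replicate 1 also moved the count by more than 1.5 times. Ccl4 was higher by 3.62 ± 0.74 (adjusted p = 0.0116), Il1b by 3.42 ± 0.69 (adjusted p = 0.0113) and Ccl20 by 3.16 ± 0.67 (adjusted p = 0.0131). Their adjusted p without replicate 1 of spontaneous cGAMP was 0.0982, 0.0616 and 0.0983, and without its replicate 2 it was 0.0905 for Il1b and 0.0745 for Ccl20. The alternatives ranged from 0.00187 to 0.163 for Ccl4, from 0.00144 to 0.0905 for Il1b and from 0.00102 to 0.0983 for Ccl20. Ccl4 was at 70.6 and 11.9 CPM in the implanted cGAMP libraries and at 0.547 and 2.95 CPM in the spontaneous ones, a spread of several fold between replicates. The antisense gene Gm12002 differed by -2.73 ± 0.19 (adjusted p = 0.000194), in both libraries against both. Scgb2b27 (-5.12 ± 1.02, adjusted p = 0.0104) and Car6 (-3.41 ± 0.99, adjusted p = 0.0452) were lower again, with an adjusted p of 0.0937 and 0.282 without replicate 1 of spontaneous cGAMP and ranges over the alternatives of 0.00393 to 0.475 and 0.0175 to 0.382. The call of Car6 was also lost without replicate 2 of spontaneous cGAMP (0.0704), either implanted PBS library (0.0581 and 0.0577) or replicate 2 of implanted cGAMP (0.132), and with median-of-ratios scaling.

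**Figure D2:**
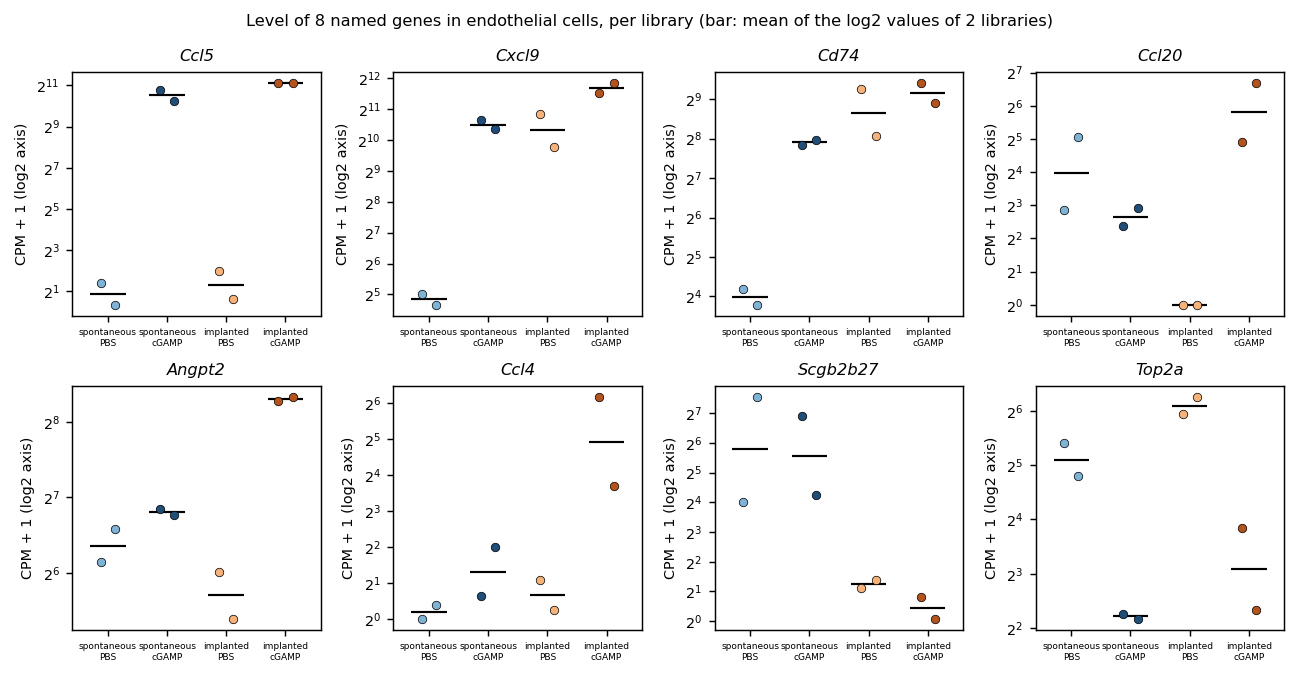
Points give the level of 8 named genes in each library as CPM plus 1 on a log2 axis, and bars the mean of the log2 values of the 2 libraries of a group. Ccl5 lies near the bottom of the axis in all PBS libraries and above 1000 CPM in all cGAMP libraries, and Cxcl9 and Cd74 are already high in implanted PBS libraries.

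In the genome assembly GRCm38 (GENCODE vM21 annotation, positions counted from 1) the genes in these comparisons lie as follows. On chromosome 11, Ccl5 spans 83525778 to 83530518, Ccl4 83662584 to 83664683, Top2a 98992943 to 99024189, Birc5 117849251 to 117855743 and Gm12002 12314514 to 12351028. On chromosome 7, Irf7 spans 141262706 to 141266481 and Scgb2b27 34011921 to 34013942. On chromosome 17, H2-Aa spans 34282744 to 34287823 and Ubd 37193892 to 37196095. Ccl20 lies on chromosome 1 at 83116766 to 83119167, Cxcl9 on chromosome 5 at 92321347 to 92328079, Angpt2 on chromosome 8 at 18690263 to 18741562 and Cd74 on chromosome 18 at 60803848 to 60812652. All are protein-coding except Gm12002, which is annotated as antisense.

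Gene lists chosen for the question of the study, namely interferon activation, TNF signalling, apoptosis and survival, were compared next. Of the 60 pairs of list and comparison 38 were called with camera. With fry 24 were called, and with camera at an estimated correlation 0 (lowest adjusted p = 0.209), the alternative that moved the count most. The 8 interferon genes named by the study rose by a median of 4.48 (log2) in spontaneous (adjusted p = 3.9e-21) and 2.34 in implanted tumours (adjusted p = 1.7e-12), with all 8 called in each model and 8 of 8 adjusted over the list alone, a count that is not independent evidence because the study chose the list on these libraries. The other interferon genes rose by a median of 3.65 (adjusted p = 5.0e-43) and 2.75 (adjusted p = 2.3e-29), with 19 of 19 called in each model and 19 adjusted over the list alone. The interferon-gamma and antigen presentation genes rose by 2.90 in spontaneous tumours (adjusted p = 5.0e-43, 23 of 23 called, 23 adjusted over the list alone) and by 1.16 in implanted tumours (adjusted p = 3.5e-16, 17 of 23 called, 19 adjusted over the list alone). After PBS these genes were already higher in implanted tumours, by a median of 2.23 (adjusted p = 6.1e-40), while after cGAMP the models differed by 0.43 (adjusted p = 1.7e-09). The study interferon genes were higher there by 1.77 after PBS and 0.47 after cGAMP, and the other interferon genes by 1.25 and 0.52. The response differed between the models for the study interferon genes by -1.69 (adjusted p = 3.7e-09, 4 called, 6 adjusted over the list alone), for the other interferon genes by -0.85 (adjusted p = 8.6e-12, 5 called, 11 adjusted over the list alone) and for the interferon-gamma and antigen presentation genes by -1.78 (adjusted p = 3.0e-32, 16 called, 23 adjusted over the list alone). Of these, only the last was called with fry (adjusted p = 0.0323). The calls of the 3 interferon lists for both responses and for the models after PBS were made by fry as well, and those for the models after cGAMP were not.

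TNF and NF-kB target genes rose by a median of 0.31 in spontaneous (adjusted p = 9.0e-05) and 0.62 in implanted tumours (adjusted p = 5.8e-05), both also called with fry, with 8 and 13 of 17 genes called when adjusted over the list alone. Over all genes 5 were called higher and 1 lower in spontaneous tumours, and 8 higher and 2 lower in implanted tumours. The responses were not shown to differ (0.12, adjusted p = 0.154), although in all cells that passed the filter of the study the difference was called (0.25, adjusted p = 0.0444). Over the alternatives its adjusted p ranged from 0.0179 to 0.933, with 0.03 without replicate 1 of implanted PBS. Between the models, these genes were higher in implanted tumours by 0.26 after PBS (adjusted p = 0.00537, not called with fry) and by 0.39 after cGAMP (adjusted p = 7.5e-05, also called with fry). The 6 pro-apoptotic genes rose by a median of 0.31 in spontaneous tumours (adjusted p = 0.00177, 3 called, 4 adjusted over the list alone) and 0.27 in implanted tumours (adjusted p = 0.00518, 3 called, 3 adjusted over the list alone), also with fry. The difference of the responses was 0.02 (adjusted p = 0.761). They were higher in implanted tumours by 0.10 after PBS (adjusted p = 0.0414) and 0.22 after cGAMP (adjusted p = 0.0214), neither called with fry. Both depended on single libraries. The PBS call was lost without replicate 1 of implanted PBS (0.136), replicate 2 of spontaneous PBS (0.095) or replicate 1 of implanted cGAMP (0.0507). The cGAMP call was lost without replicate 1 of implanted cGAMP (0.0543) or replicate 2 of spontaneous cGAMP (0.0524). Casp8 rose by 0.35 ± 0.07 in spontaneous (adjusted p = 0.0102) and 0.64 ± 0.07 in implanted tumours (adjusted p = 0.000219), Bid by 0.80 ± 0.23 (adjusted p = 0.0408) and 0.996 ± 0.23 (adjusted p = 0.00954), and Bak1 by 0.67 ± 0.11 (adjusted p = 0.0023) and 0.41 ± 0.11 (adjusted p = 0.0176). In these 3 genes both cGAMP libraries were above both PBS libraries of each model. Apaf1 and Bax were not called in either model (log2 fold changes of 0.10 and -0.04 in spontaneous and 0.14 and -0.02 in implanted tumours), and Bax rose slightly in both with median-of-ratios scaling (0.06 and 0.08). None of these 5 genes differed in its response at an adjusted p under 0.05 (lowest 0.28, for Casp8). Only live ECs were sorted, so these RNA levels do not measure how many ECs died. Single libraries decided several of the calls of these genes. Casp8 in spontaneous tumours reached an adjusted p of 0.0925 without replicate 1 of spontaneous cGAMP (alternatives 0.00261 to 0.0925), Bid 0.268 without the same library (0.00372 to 0.268) and 0.079 in implanted tumours without replicate 2 of implanted PBS (0.000498 to 0.0825), and Bak1 in implanted tumours 0.144 without that library and 0.0554 without replicate 1 of implanted cGAMP (0.00475 to 0.144).

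Among the ligands and receptors the study is about, Tnf was at 3.90 ± 1.35 and 3.87 ± 0.651 CPM after PBS and cGAMP in spontaneous tumours and rose from 2.11 ± 0.0537 to 9.99 ± 0.701 CPM in implanted tumours (1.82 ± 0.28, adjusted p = 0.00138), but the difference of the responses was not called (1.81 ± 0.40, adjusted p = 0.0776). These levels rest on 49 to 193 UMIs per group. The study proposes myeloid cells as the main source of TNFα in LLC tumours. It reported rises of TNFα protein in whole tumours that were comparable between the 2 breast models. Whether free RNA of immune cells adds to the Tnf levels given here was not tested. Ifnb1 was below the filter, with 17 UMIs in 3 of 2141 ECs of implanted cGAMP tumours, 16 of them in replicate 2, and 0 UMIs in the other groups, which allows a share of cells with a UMI of up to 0.22% in spontaneous PBS, 0.27% in spontaneous cGAMP and 0.153% in implanted PBS. Receptor genes changed little. Tnfrsf1a was called lower in implanted tumours (-0.28 ± 0.08, adjusted p = 0.0249), a call lost with 6 of 17 alternatives that leave out no library, median-of-ratios scaling and summed UMIs among them, and without either implanted PBS library or replicate 1 of implanted cGAMP (0.102, 0.0861 and 0.116, alternatives 0.0107 to 0.149). Ifngr1 (-0.42 ± 0.09, adjusted p = 0.00776) and Ifnar1 (-0.51 ± 0.11, adjusted p = 0.00841) were lower in implanted tumours, and lost the call without replicate 2 of implanted PBS (0.0554, alternatives 0.00122 to 0.0554) and without its replicate 1 (0.0643, alternatives 0.00445 to 0.0643). Ifnar2 rose by 0.37 ± 0.11 in spontaneous (adjusted p = 0.0507) and 0.35 ± 0.11 in implanted tumours (adjusted p = 0.0412). The former was called with 9 of 17 alternatives that leave out no library, and without replicate 1 or 2 of implanted cGAMP (0.0083 and 0.0086, alternatives 0.00582 to 0.25). The latter was lost with 7 of these 17. For it, 7 of 8 leave-one-out fits ended the call, with 0.216 as the highest value, without replicate 2 of implanted cGAMP. Tnfrsf1b (0.14 and 0.25), Ifngr2 (-0.05 and -0.17) and Tmem173, which encodes STING (0.34 in each model, adjusted p = 0.15 and 0.112), were not called. These results depended on the processing for 2 of the genes. Tmem173 was called higher in implanted tumours with 5 of 17 alternatives that leave out no library, and without replicate 1 of implanted PBS (0.0342, alternatives 0.0244 to 0.592). In spontaneous tumours 2 of 17 called it higher (lowest 0.0408). Ifngr2 was called lower in implanted tumours with summed UMIs, with and without voom weights (lowest 0.0101).

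**Figure D3:**
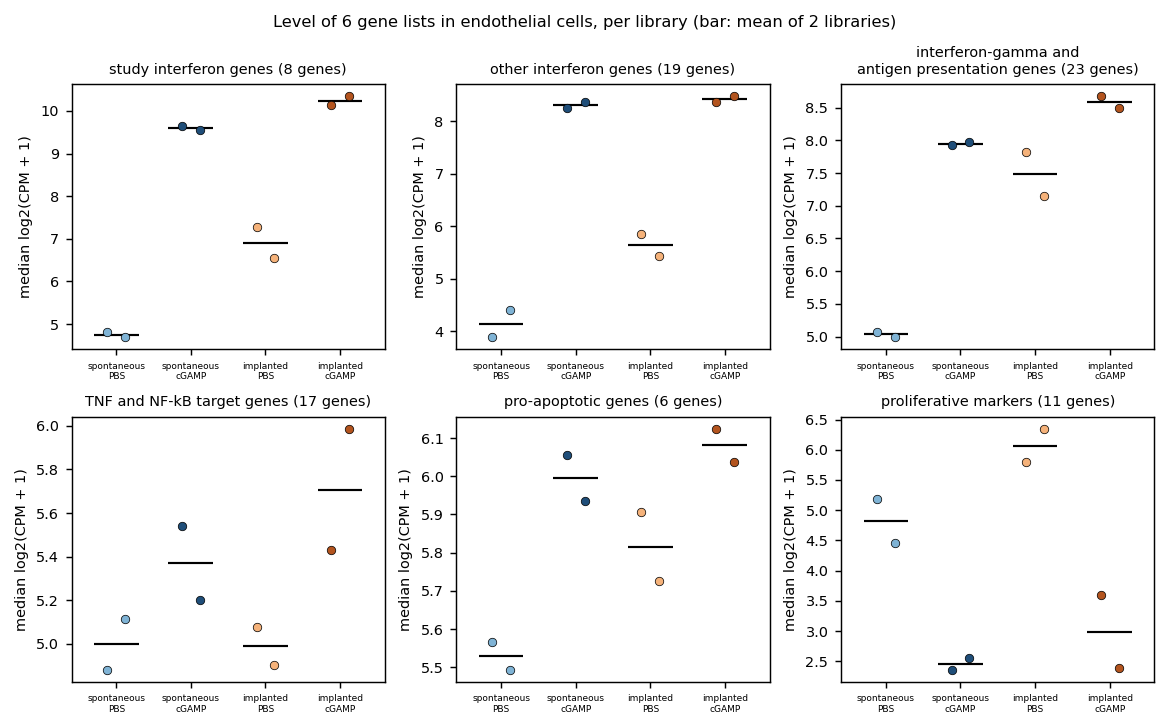
Points give the median over the genes of a list of log2(CPM + 1) in each library, and bars the mean of the 2 libraries of a group. The 3 interferon lists are higher in all cGAMP than in all PBS libraries of the same model and start higher in implanted tumours, and the 11 proliferative markers are lower in all cGAMP libraries.

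The remaining lists gave smaller changes except for dividing cells. PI3K-AKT pathway genes were not called in either response (-0.12 in each model), although fry called a decrease in both (adjusted p = 0.0152 and 0.0265), and were lower in implanted tumours after PBS (-0.18, adjusted p = 0.0414, with fry 0.00416). The former value was up to 0.105, without replicate 2 of implanted PBS, in the 5 of 8 settings leaving out 1 library that lost the call. After cGAMP the models differed by -0.08, not called with camera (adjusted p = 0.312) and called with fry (adjusted p = 0.0127), with 4 genes called lower. Survival genes rose in implanted tumours (0.25, adjusted p = 0.00924) and not in spontaneous ones (0.11, adjusted p = 0.318), where the mean was -0.01, and the responses differed by 0.26 (adjusted p = 0.00537, not called with fry), with 0 genes called and 0 adjusted over the list alone. All 11 proliferative markers fell in both models, by a median of 2.03 in spontaneous (adjusted p = 5.4e-07) and 2.93 in implanted tumours (adjusted p = 1.8e-08), also with fry, and 11 of 11 were called in each, over all genes and adjusted over the list alone. Their response differed by -1.14 (adjusted p = 0.000279, not called with fry, and 0.0536 without replicate 2 of implanted cGAMP). Without the proliferative cells no contrast of this list was called (adjusted p = 0.168 for spontaneous tumours, 0.114 for implanted tumours and 0.542 for the difference). In all ECs these markers were higher in implanted tumours by 1.16 after PBS (adjusted p = 4.1e-07, not called with fry, 0.105). After cGAMP they were higher by 0.03 (adjusted p = 0.246). Arterial markers fell by 0.49 (adjusted p = 0.00177) and 0.63 (adjusted p = 0.0108), also with fry. Tip-like markers rose in implanted tumours by 0.40 (adjusted p = 0.0155, not called with fry), and in spontaneous tumours their median (-0.12) and mean (0.14) had opposite signs. After PBS they were lower in implanted tumours by 0.27 (adjusted p = 0.0414, not called with fry), a call lost without replicate 2 of implanted PBS (0.542) or of spontaneous PBS (0.303) or either spontaneous cGAMP library (0.053 and 0.052). After cGAMP the models differed by 0.05 (adjusted p = 0.318). Their response differed by 0.25 (adjusted p = 0.0108, not called with fry), a call lost without replicate 2 of spontaneous PBS (0.101) or of implanted PBS (0.135). Stalk-like markers were not called in either response (-0.12 in each model, adjusted p = 0.937 and 0.418), and neither were AQP7+ markers (-0.20 and -0.45, adjusted p = 0.793 and 0.0714). The response of AQP7+ markers differed by -0.43 (adjusted p = 0.0313, not called with fry), a call lost without replicate 1 of spontaneous PBS (0.672), spontaneous cGAMP (0.088) or implanted cGAMP (0.314). Their level in implanted minus spontaneous tumours was -0.42 after PBS (adjusted p = 0.0985) and -0.74 after cGAMP (adjusted p = 0.00211, not called with fry). Median and mean also had opposite signs for the difference of the arterial response (0.04 and -0.04) and for stalk-like markers between the models after cGAMP (-0.16 and 0.02).

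The study asked whether cGAMP removes particular EC subpopulations, and the shares of subpopulations were therefore compared. These are shares of live sorted ECs, from which cells already dead at sorting are missing. The ECs fell into 13 clusters, of which 11 were named. The proliferative-like share fell from 7.63% ± 1.37 to 2.79% ± 0.145 in spontaneous tumours and from 11.3% ± 0.786 to 4.70% ± 1.201 in implanted tumours (SD, n = 2), with no overlap between libraries in either model. The 2-sided exact permutation test over both models gave p = 0.0556, the smallest value these 36 relabelings can give, and 0.156 after adjustment over 7 subpopulations. Within a model the smallest p that 2 against 2 libraries allow is 0.333, so no single model can reach a threshold of 0.05. Over 12 ways of clustering and naming the change ranged from -7.81 to -4.01 points in spontaneous and from -12.1 to -4.25 points in implanted tumours. Because the genes that define this subpopulation fell themselves, the clustering was repeated without all genes changed in either direction, which gave -4.53 and -8.01 points. The stalk-like share went from 20.7% ± 2.03 to 18.7% ± 0.135 in spontaneous and from 20.7% ± 0.216 to 12.9% ± 1.46 in implanted tumours (exact permutation p = 0.0556 over both models, adjusted 0.156). In spontaneous tumours the direction of this change turned with PBS and cGAMP libraries clustered separately (5.37 points) and with cells assigned to their highest marker score (0.54 points). With 1 library left out, the stalk-like change there ranged from -3.38 to -0.517 points. For no subpopulation was the change shown to differ between the models (exact permutation p = 0.333 to 0.778), in a test that cannot give a p under 0.0556.

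The tip-like share rose from 34.6% ± 0.728 to 40.7% ± 0.250 in spontaneous tumours and from 30.3% ± 5.36 to 40.8% ± 10.46 in implanted tumours (exact permutation p = 0.111 over both models, adjusted 0.156). The libraries overlapped in implanted tumours, and the change there was 3.05 points without replicate 1 of implanted cGAMP and 17.8 points without replicate 2, with a range of 1.10 to 19.4 points over the ways of clustering. A group of 3 clusters carried this name, and the largest, cluster 0, carried it weakly (mean marker log2 fold of 0.16) and held 34.1% of ECs in replicate 1 and 14.9% in replicate 2 of implanted cGAMP. Of the 756 tip-like ECs in that replicate 1, 287 held at least 2000 UMIs, against 833 of all its 1569 ECs. In replicate 2 these were 167 of 191 and 525 of 572. Shallow ECs of replicate 1 thus fell under this name more often than its deeper ones. The rise in implanted tumours therefore cannot be told apart from depth. Cluster 4 went from 12.3% to 13.9% in spontaneous and from 9.97% to 7.77% in implanted tumours, and cluster 6, in which interferon genes were among the leading genes, from 5.71% to 7.11% and from 4.29% to 8.54%. Arterial-like ECs went from 27.2% ± 0.302 to 24.7% ± 0.861 and from 27.7% ± 4.40 to 22.8% ± 4.37 (p = 0.111, exact permutation over both models), a direction that turned in both models with a stricter naming of clusters (0.844 and 1.79 points). AQP7+-like ECs went from 3.54% ± 1.46 to 5.04% ± 0.477 and from 2.75% ± 0.203 to 3.25% ± 1.34, and in implanted tumours the change was -0.458 points without replicate 2 of implanted cGAMP. With 1 library left out, the AQP7+-like change in spontaneous tumours ranged from 0.468 to 2.53 points. That of arterial-like ECs in implanted tumours ranged from -8.01 to -1.78 points. Lymphatic-like ECs went from 3.05% ± 1.61 to 4.50% ± 1.05 and from 5.33% ± 1.53 to 8.60% ± 0.446. With 1 library left out, the lymphatic-like change in spontaneous tumours ranged from 0.313 to 2.59 points. A cluster of 72 ECs with 4 lymphatic markers was counted as unnamed, because an arterial marker and no lymphatic one was among its leading genes, so both shares depend on the naming. The unnamed clusters went from 3.28% ± 0.751 to 3.602% ± 0.532 and from 1.89% ± 1.29 to 6.96% ± 6.96, the last mean resting on replicate 2 of implanted cGAMP with 11.9% (Wilson 95% interval 9.49% to 14.8%) against 2.04% (1.45% to 2.86%) in replicate 1.

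**Figure D4:**
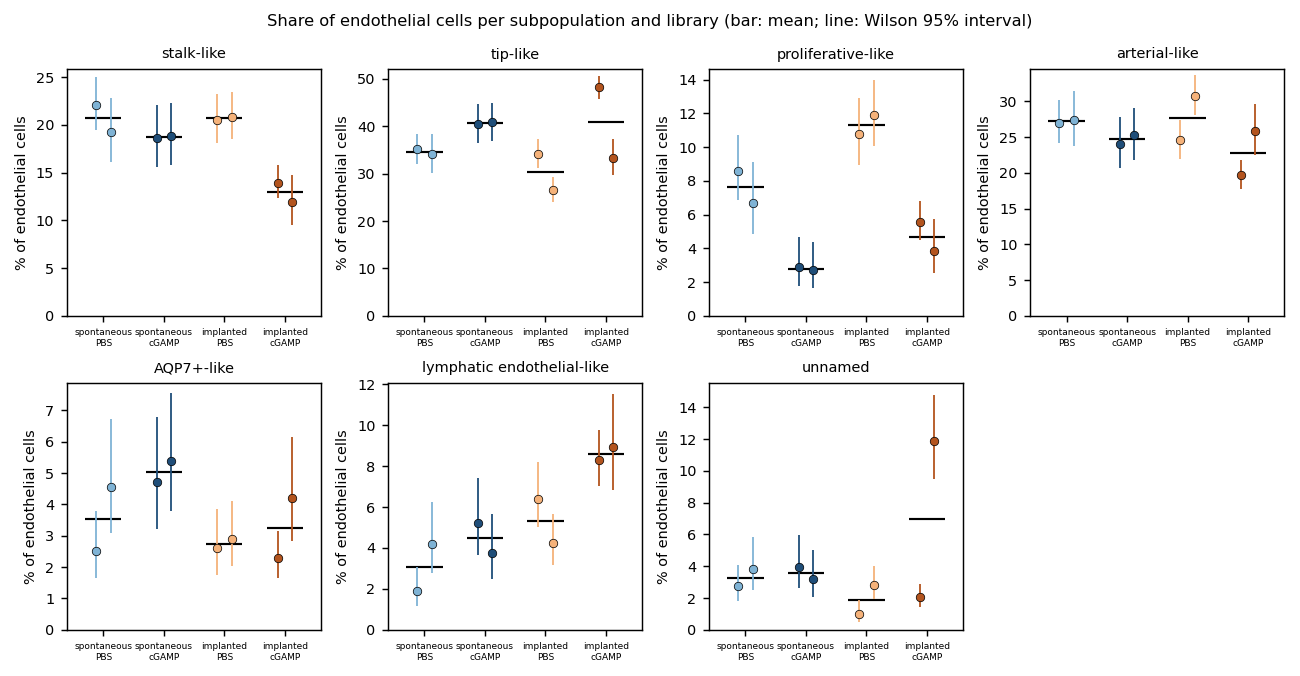
Points give the share of ECs in each subpopulation per library with Wilson 95% intervals, which cover counting error only, and bars the mean of the 2 libraries of a group. Proliferative-like ECs took 6.67% to 11.9% of ECs in the PBS libraries and 2.69% to 5.54% in the cGAMP libraries, while the tip-like shares of the implanted cGAMP libraries lie far apart at 48.2% and 33.4%.

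All 5 comparisons were repeated in tip-like ECs alone, with 179 to 756 such cells per library and 10140 genes tested. The 756 cells were those of replicate 1 of implanted cGAMP, of which 287 held at least 2000 UMIs. In spontaneous tumours 690 genes were called (413 higher, 277 lower) and in implanted tumours 1912 (727 higher, 1185 lower), and with 179 cells drawn per library 430 and 1478. The difference of the responses was called for 141 genes, 45 higher and 96 lower (66 with equal cell numbers, 35 without replicate 2 of spontaneous cGAMP and 637 without replicate 1 of implanted cGAMP). Between the models, 671 genes were called after PBS and 1113 after cGAMP. Without replicate 2 of spontaneous cGAMP the count was 347 for the spontaneous response and 162 for the models after cGAMP, without replicate 2 of implanted PBS it was 751 for the implanted response, and without replicate 1 of implanted PBS it was 250 for the models after PBS. Median-of-ratios scaling, tried after the data had been seen, gave 59.7% of calls higher in the implanted response against 38.0%. The pro-apoptotic genes rose by a median of 0.32 in spontaneous tumours (adjusted p = 0.0126, with fry 0.0474) and 0.20 in implanted tumours (adjusted p = 0.0763, with fry 0.0723), and the difference was -0.13 (adjusted p = 0.919). They were higher in implanted tumours by 0.25 both after PBS (adjusted p = 0.00589, with fry 0.0474) and after cGAMP (adjusted p = 0.0158, not called with fry, 0.0739). Casp8 rose in implanted tumours by 0.63 ± 0.12 (adjusted p = 0.003), while Bid was not called (1.01 ± 0.35, adjusted p = 0.0631). In spontaneous tumours neither was called (Casp8 0.39 ± 0.12, adjusted p = 0.0744, and Bid 0.57 ± 0.35, adjusted p = 0.399). Their responses were not shown to differ between the models (0.24 and 0.44, adjusted p = 0.563 and 0.759).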

Values the study reported

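The study took 2 mice per group for the single-cell libraries and collected tumours 3 h after an intratumoural injection of 14 μg cGAMP. In implanted breast tumours it reported apoptosis in 37% of ECs and 47% of whole tumour cells after cGAMP, with tumour growth suppressed by 91%. In 4T1 tumours the values were 48% of ECs, 38% of whole tumour cells and 81% growth suppression. Apoptosis was measured by staining of cleaved caspase 3 in tumour sections, and in 4T1 tumours later than 3 h. In LLC tumours it reported, by staining, 5.2-fold more SELP+ ECs and 41% fewer PGF+ ECs after cGAMP. TNFα was 3.9-fold and IFNγ 2.2-fold higher there, as protein in whole tumour lysates taken later than 3 h. In spontaneous MMTV-PyMT tumours, cGAMP with an AKT inhibitor suppressed growth by 76%, cGAMP alone by 35% and the inhibitor alone by 0%, and the combination gave apoptosis in 28% of ECs and 34% of whole tumour cells. Neither agent alone gave notable apoptosis in that model.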

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

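The tests of cell cycle phases, of shared PBS libraries for single genes, of immune cells, of the shallow library, of free RNA in implanted PBS libraries, of a similar level after cGAMP, of a small cluster and of interferon genes in mural-like cells against a sum of EC RNA and the PBS level were chosen only after the results they concern had been seen. The response to cGAMP differed between the tumour models by a test of the difference itself for 95 genes in all ECs and for 141 genes in tip-like ECs. Both counts rested on single libraries. Without replicate 2 of spontaneous cGAMP they were 6 and 35, without replicate 2 of implanted cGAMP the first was 184, and without replicate 1 of implanted cGAMP the second was 637. Both responses share their PBS libraries with the comparison of the models before treatment, so chance values of those libraries alone would link a high baseline with a small response. Across genes the difference of the response and the baseline difference had a Pearson r of -0.525. The mean was -0.707 over 100 simulations without any change (-0.722 to -0.696), in which all genes and libraries had the same spread. Without any real difference between groups, that setting fixes the simulated value. The correlation therefore cannot decide whether there is a link beyond chance. When 1 PBS replicate of each model gave the baseline and the other the response, the 280 genes at least 2-fold higher at baseline in implanted tumours still had a median difference of the response of -0.39, and with the replicates exchanged 316 such genes had -0.42. The median over all genes was -0.02 in both, so shared chance values are argued against as the whole cause. The models differ in how the tumour arises, and a difference of this kind stays open and was not tested.

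Interferon genes rose in both models and less in implanted tumours, with a median difference of the response of -1.69 for the genes named by the study, -0.85 for the other interferon genes and -1.78 for the interferon-gamma and antigen presentation genes. Of single genes, Cxcl9 (-4.27), H2-Aa (-3.48) and Cd74 (-3.43) differed in this direction. Technical explanations were tested on the interferon-gamma list. With separate PBS replicates for baseline and response its difference was -1.34 or, with the replicates exchanged, -2.20, which argues against chance in the shared libraries. In cells without a UMI of 8 immune markers it was -1.81, which argues against immune cells among the ECs, and without the shallow replicate 1 of implanted cGAMP it was -1.80. Free RNA in the implanted PBS libraries would raise the list alike in all subpopulations. Its level was higher in tip-like than in arterial-like ECs by 0.85 and 1.19 (log2) in these libraries, against -0.44 and -0.51 in the spontaneous PBS libraries, which argues against free RNA as the whole cause. After cGAMP the models differed by 0.43 on this list against 2.23 after PBS. All 23 genes stayed higher in implanted tumours after cGAMP, 3 of them called (camera adjusted p = 1.7e-09, not called with fry). The gap thus narrowed without closing, as could arise when both models approach a similar level from different starting levels. That hypothesis was found and tested on the same data. It does not say why ECs of implanted tumours started higher.

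Proliferative markers fell in both models and by more in implanted tumours (-1.14), a difference that was not called with fry. At 2000 UMIs per cell the marker UMIs per EC still changed by -1.25 in spontaneous and -2.16 in implanted tumours, which argues against depth. Fewer cycling cells with unchanged transcripts would leave the marker UMIs of those cells alone. Among cells with at least 3 such UMIs the mean went from 8.36 to 4.94 in spontaneous (-0.76, log2) and from 12.3 to 6.09 in implanted tumours (-1.01). This value cannot decide, because background cells make up more of these cells once cycling cells are few. The loss of cycling cells of every phase alike was tested on mitosis and DNA replication genes above the level of the other ECs. In spontaneous tumours mitosis genes fell by 3.03 (library pairs 1.82 to 3.81) and replication genes by 3.02 (2.38 to 3.69), a gap of -0.0080. This gap was 0.72 without replicate 1 and -0.34 without replicate 2 of spontaneous PBS, so with 2 libraries per group a loss of all phases alike cannot be told apart from a loss of some phases. In implanted tumours mitosis genes fell by 4.32 and replication genes by 2.37, a gap of -1.95 (-2.16 to -1.65 with 1 library left out). The ranges of library pairs did not overlap, which argues against a loss of all phases alike there. A stop before mitosis or a loss of mitotic cells could leave such a gap, and these were not tested apart.

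Ccl20 (7.12) and Cyp1b1 (4.41) rose in implanted tumours only, by the test of the difference. Of the Ccl20 UMIs of all ECs 99.3% lay in 1 unnamed cluster of 72 cells, and of the Cyp1b1 UMIs 89.6%. The cluster held 0 and 4 cells in the implanted PBS libraries, 19 and 20 in the implanted cGAMP libraries, 11 and 8 in spontaneous PBS and 5 in each spontaneous cGAMP library. The 4 cells of implanted PBS held 0 UMIs of either gene. The mean Ccl20 level in the cluster was 2387 and 2718 CPM in the implanted cGAMP libraries and 460 to 2110 CPM in the spontaneous ones. A change in these few cells could therefore give both differences without any change in other ECs, but with so few of them in the PBS libraries a change in their number cannot be told apart from one in their level. The cluster carried 4 lymphatic markers, and the identity of the cells was not tested. Angpt2 (2.15) was not of this kind, since 0.567% of its UMIs lay in that cluster, and no further explanation was tested for it.

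The survival genes (0.26), tip-like markers (0.25) and AQP7+ markers (-0.43) differed in their response with camera and not with fry. The tip-like difference ranged from 0.029 to 0.42 when single libraries were left out, lowest without replicate 2 and highest without replicate 1 of implanted PBS, and was -0.087 with a stricter filter on cells. The AQP7+ difference ranged from -0.65 without replicate 2 to -0.042 without replicate 1 of spontaneous PBS. No explanation was tested for these lists.

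Cells removed as mural-like were not among the ECs compared, except in the alternatives with all cells or with all cells that carry a Pecam1 UMI. Their other interferon genes were higher after cGAMP by 3.64 in spontaneous (library pairs 3.34 to 3.94) and 3.78 in implanted tumours (3.09 to 4.47). RNA of ECs in these cells would bring endothelial markers to the same share of the EC level as interferon genes. In spontaneous tumours the interferon genes exceeded the markers by 1.24 and 1.37 (log2) in the cGAMP libraries. The gap was 0.16 and 1.67 in the PBS libraries, with 10 and 51 mural-like cells, so it is no measure of the response. All 19 interferon genes were also above the sum of EC RNA, at the share of the markers, and the higher PBS level of mural-like cells, by a median of 0.95 and 0.74 (log2). These values argue against EC RNA as the whole cause. In these cGAMP libraries only 3 and 2 mural-like cells held no endothelial marker UMI, with 12038 and 4081 UMIs in all. The median of the other interferon genes was 0 in both, and that of the study interferon genes 3.80 and 8.04 (log2). So few cells and UMIs cannot decide the question. In implanted tumours the gap was -0.079 in replicate 1 and 0.61 in replicate 2, and against that sum the genes stood at -0.40 and 0.30, so there the rise cannot be told apart from EC RNA, because the mural-like cells held 76.4% and 76.2% of the EC level of endothelial markers. The PBS libraries of that model held 11 and 6 such cells. A response of mural cells themselves in spontaneous tumours may explain the rise there, and free RNA from other cells was not tested.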

How the results depend on the processing

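Pseudocount, summed UMIs, voom weights, cells with at least 2000 UMIs, the unnamed clusters, the Ccl20 cluster, immune marker UMIs, the stricter naming of clusters, shares of 5 subpopulations and median-of-ratios scaling in tip-like ECs were tested only after the results had been seen. Without the alternatives that leave out a library, 869 of 970 values of named genes, 950 of 1080 list values, 75 of 84 counts of called genes, 153 of 162 shares, 11 of 15 counts in tip-like ECs and 12 of 15 values of the pro-apoptotic genes in tip-like ECs kept their direction and their side of the threshold, or for counts stayed within 1.5 times. Of the rest, 58 values of named genes and 79 list values lost a call, 22 and 28 gained one, and 21 and 23 changed direction. The percentage of called genes that were higher was less stable, with 54 of 83 values unmoved. The count model with its own size factors was not run. The UMIs worked back from the log-normalised values were tested summed, with limma and with voom weights only. The equal weighting of cells is the same as the level used throughout. Where no reason is given below for a change, the cause was not tested.

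In all cells that passed the filter, 977 genes were called for the spontaneous response, 43 for the difference of the responses and 680 between the models after PBS. With summed UMIs the first 2 were 2975 and 162, and with voom weights the first was 2637. With no filter on low values 1 gene was called for the difference, 529 after PBS and 994 after cGAMP. The replicate block, which the replicate numbers alone define, gave 1512, 2734, 116, 1154 and 1546 called genes for the spontaneous response, the implanted response, the difference, and the models after PBS and after cGAMP. Of the 60 pairs of list and comparison 38 were called, 33 to 41 with other settings except for fry (24) and an estimated correlation (0). With camera at an estimated correlation 14 pairs had an unadjusted p under 0.05.

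Lists whose difference of the response was called lost the call with fry and with an estimated correlation, at an unchanged median: the study interferon genes (-1.69), other interferon genes (-0.85), survival genes (0.26), tip-like (0.25), proliferative (-1.14) and AQP7+ markers (-0.43). The interferon-gamma list (-1.78) lost it with the estimated correlation alone. The pro-apoptotic genes lost their calls between the models with both tests (0.10 after PBS and 0.22 after cGAMP) and for the responses with the estimated correlation (0.31 and 0.27).

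For the difference of the responses, TNF target genes were called in all cells (0.25), with summed UMIs (0.17) and without immune marker UMIs (0.12), and stood at -0.00057 without the unnamed clusters. The pro-apoptotic difference turned negative with a Pecam1 UMI required (-0.012) and without proliferative cells (-0.024). Stalk-like markers were called with the replicate block (-0.27) and without proliferative cells (-0.33). Tip-like markers changed direction with the stricter cell filter (-0.087). Proliferative markers lost the call without proliferative cells (-0.048), as these carry the markers, and with voom (-0.45). Arterial markers turned in all cells (-0.061), with a Pecam1 UMI required (-0.0080) and without immune marker UMIs (-0.014), and were called with the stricter filter (0.24). AQP7+ markers lost the call without the unnamed clusters (-0.39), the Ccl20 cluster (-0.40) or immune marker UMIs (-0.31).

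In spontaneous tumours AQP7+ markers turned positive in all cells (0.037), with a Pecam1 UMI required (0.056), with summed UMIs (0.095) and with voom (0.12), and tip-like markers with the stricter cell filter (0.019). Between the models after PBS, the pro-apoptotic genes lost the call with a mean of at least 10 CPM (0.038), without the unnamed clusters (0.092), without the Ccl20 cluster (0.090) and in cells with at least 2000 UMIs (0.10), and arterial markers turned with the stricter filter (-0.065). After cGAMP, PI3K-AKT genes turned with median-of-ratios scaling (0.0093), stalk-like markers in all cells (0.075), with a Pecam1 UMI required (0.049), with summed UMIs (0.078) and with voom (0.079), proliferative markers in cells with at least 2000 UMIs (-0.058), and arterial markers in all cells (-0.085), with a Pecam1 UMI required (-0.049), without likely doublets (-0.030) and without immune marker UMIs (-0.014).

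Among named genes, changes of direction were found only for Tnfrsf1a, Tnf, Ifngr2 and Bax, apart from those with a library left out, and none of these was called. Tnfrsf1a in spontaneous tumours was at 0.057 with median-of-ratios scaling and 0.051 with the stricter cell filter. Tnf in spontaneous tumours was at -0.041 in all cells, -0.080 with a Pecam1 UMI required, -0.062 without proliferative cells, -0.22 with the stricter filter, -0.046 without likely doublets, -0.11 with summed UMIs, -0.052 with voom and -0.21 without immune marker UMIs. Ifngr2 in spontaneous tumours was at 0.046 with median-of-ratios scaling, 0.17 in all cells and 0.018 with a Pecam1 UMI required. Bax was at 0.063 in spontaneous tumours with median-of-ratios scaling. In implanted tumours Bax was at 0.082 with that scaling, 0.014 with a Pecam1 UMI required, 0.0067 without proliferative cells, 0.048 with the stricter filter, 0.021 with summed UMIs, 0.021 with voom and 0.027 in cells with at least 2000 UMIs.

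Shares changed direction in 9 of 162 values. With PBS and cGAMP clustered separately, the stalk-like share of spontaneous tumours rose by 5.37 points, and the unnamed share changed by -25.1 points in spontaneous and -15.3 points in implanted tumours. With each cell given to its highest marker score the stalk-like share of spontaneous tumours rose by 0.544 points. With the stricter naming the arterial-like share changed by 0.844 points in spontaneous and 1.79 points in implanted tumours. The AQP7+-like share of implanted tumours changed by -1.47 points with no integration, -0.716 points at resolution 0.8 and -0.0217 points without genes changed in either direction. In tip-like ECs the same number of cells per library gave 430, 66, 404 and 633 called genes for the spontaneous response, the difference, and the models after PBS and after cGAMP, with fewer cells as the reason. The pro-apoptotic genes in tip-like ECs then stood at -0.014 for the implanted response and 0.067 between the models after cGAMP, where the call was lost, while median-of-ratios scaling gave a call for the implanted response (0.34).

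Leaving out a library left a group with 1, which was assumed to vary like the other groups. The ranges are given as lowest and highest value. For called genes they were 568 (without spontaneous cGAMP 1) to 2156 (implanted cGAMP 1) in the spontaneous response, 1409 (implanted PBS 2) to 2612 (implanted cGAMP 1) in the implanted response, 6 (spontaneous cGAMP 2) to 184 (implanted cGAMP 2) for the difference, 312 (spontaneous PBS 2) to 1690 (implanted cGAMP 2) after PBS and 306 (spontaneous cGAMP 2) to 1719 (implanted cGAMP 2) after cGAMP. In tip-like ECs they were, in the same order, 347 (spontaneous cGAMP 2) to 1277 (implanted cGAMP 1), 751 (implanted PBS 2) to 2584 (implanted cGAMP 1), 35 (spontaneous cGAMP 2) to 637 (implanted cGAMP 1), 250 (implanted PBS 1) to 1336 (implanted cGAMP 1) and 162 (spontaneous cGAMP 2) to 1979 (implanted cGAMP 1), and for the pro-apoptotic genes in the spontaneous response 0.27 (spontaneous PBS 2) to 0.34 (spontaneous PBS 1).

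For the difference of the responses, list medians ranged from -0.013 (implanted cGAMP 1) to 0.20 (spontaneous cGAMP 1) for TNF targets, -0.043 (spontaneous PBS 1) to 0.091 (spontaneous PBS 2) for pro-apoptotic genes, -0.0058 (spontaneous PBS 1) to 0.071 (spontaneous cGAMP 1) for PI3K-AKT genes, -0.38 (implanted cGAMP 1) to -0.022 (implanted cGAMP 2) for stalk-like, 0.029 (implanted PBS 2) to 0.42 (implanted PBS 1) for tip-like, -1.42 (spontaneous PBS 1) to -0.66 (implanted cGAMP 2, call lost) for proliferative, -0.16 (spontaneous PBS 2) to 0.15 (implanted PBS 2) for arterial and -0.65 (spontaneous PBS 2) to -0.042 (spontaneous PBS 1) for AQP7+ markers. AQP7+ markers ranged from -0.40 (spontaneous PBS 1) to 0.20 (spontaneous PBS 2) in the spontaneous response. After PBS, pro-apoptotic genes ranged from 0.082 (spontaneous PBS 2) to 0.15 (spontaneous PBS 1) and arterial markers from -0.042 (implanted PBS 2) to 0.31 (spontaneous PBS 1). After cGAMP, pro-apoptotic genes ranged from 0.18 (spontaneous cGAMP 2) to 0.26 (spontaneous cGAMP 1), and with implanted cGAMP 1 or 2 left out survival genes ranged from -0.020 (2) to 0.16 (1), stalk-like from -0.30 (1) to 0.052 (2), proliferative from -0.21 (1) to 0.51 (2) and arterial markers from -0.089 (2) to 0.10 (1), while tip-like markers ranged from -0.018 (spontaneous cGAMP 1) to 0.18 (implanted cGAMP 1). The AQP7+-like share of implanted tumours ranged from -0.458 (implanted cGAMP 2) to 1.44 points (implanted cGAMP 1), and the unnamed share of spontaneous tumours from -0.207 (spontaneous PBS 1) to 0.854 points (spontaneous PBS 2). Of single genes, Tnf ranged from -0.27 (spontaneous PBS 1) to 0.30 (spontaneous PBS 2), Ifngr2 from -0.13 (spontaneous cGAMP 2) to 0.025 (spontaneous cGAMP 1) and Apaf1 from -0.0045 (spontaneous PBS 2) to 0.21 (spontaneous PBS 1) in spontaneous tumours, and Apaf1 from -0.0010 (implanted PBS 2) to 0.28 (implanted PBS 1) and Bax from -0.089 (implanted PBS 1) to 0.041 (implanted PBS 2) in implanted tumours. Depth limits the values of Tnf, Ifnb1, Ccl4 and Il1b, since these rest on few UMIs, and replicate 1 of implanted cGAMP adds shallow cells. Few UMIs also underlie Scgb2b27 (28 and 4) and Car6 (14 and 17) in implanted PBS and cGAMP tumours. The same holds for Pimreg after cGAMP (21 in spontaneous and 42 in implanted tumours).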

Other observations

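The tests of immune cells for Ccl4 and the choice of library in the tests of Scgb2b27, Car6 and Saa1 were made only after the results had been seen. Scgb2b27, Car6 and Saa1 were lower in implanted tumour ECs, and free RNA from gland tissue near the spontaneous tumours would give ECs and mural-like cells a like share of cells with a UMI. In replicate 2 of spontaneous PBS, at 2000 UMIs per cell, 24.0% of 508 ECs and 24.5% of 49 mural-like cells carried a Scgb2b27 UMI, a ratio of 0.981, as free RNA would give. This library was chosen after the shares pooled over both replicates (11.6% and 20.7%) had been seen, because the pooled shares mix libraries with different levels. In replicate 1 of spontaneous cGAMP the ratio was 1.54 (20.2% and 13.2%), and in the other spontaneous libraries 3.82% and 2.91% of ECs and 0 of 9 and 0 of 69 mural-like cells carried a UMI. For Saa1 and Car6 the ratios were 2.32 and 2.22 in replicate 2 of spontaneous PBS, resting on 1 and 2 mural-like cells with a UMI. For Saa1 the ratio was 1.12 in replicate 1 (17.6% of ECs, 12 of 76 mural-like cells) and 1.69 in replicate 2 of spontaneous cGAMP (9.82%, 4 of 69). For Car6 it was 1.58 in that replicate 1 (6.25%, 3 of 76). With ratios that vary this much between libraries and few mural-like cells with a UMI, free RNA cannot be told apart from expression in ECs for any of the 3 genes. No biological explanation was tested.

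Ccl4 and Il1b were higher in implanted tumour ECs after cGAMP. In cells without a UMI of the 8 immune markers Ccl4 was still higher by 4.03 (log2), which argues against immune cells counted among the ECs. Free RNA from immune cells would give all EC subpopulations a like share. Over both implanted cGAMP libraries a Ccl4 UMI was found in 8.89% of AQP7+-like and 0.831% of arterial-like ECs (two-sided Fisher exact p = 0.00362). In replicate 1 these were 4 of 26 and 2 of 219 cells (two-sided Fisher exact p = 0.00132), and in replicate 2 they were 0 of 19 and 1 of 142 (two-sided Fisher exact p = 1). Between tip-like and arterial-like ECs the shares were 3.52% and 0.831% over both libraries (two-sided Fisher exact p = 0.017). They were 12 of 287 and 2 of 219 cells in replicate 1 (two-sided Fisher exact p = 0.029) and 4 of 167 and 1 of 142 in replicate 2 (two-sided Fisher exact p = 0.379), with the same direction in both. With so few cells and no test that found a difference in replicate 2, free RNA could remain a source and cannot be told apart from expression. Il1b was not tested in this way.

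The replicate numbers did not link libraries across groups. Correlations of the replicate differences between groups were -0.15 to 0.134 across genes. Replicates differed by more than counting error, with a chi-square per degree of freedom of 4.78 in spontaneous PBS, 3.56 in spontaneous cGAMP, 12.3 in implanted PBS and 7.96 in implanted cGAMP.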
